A study of Drosophila melanogaster with 36 samples. Its data were reported in "Thermosensitive alternative splicing senses and mediates temperature adaptation in Drosophila" (2019).

How the data were processed

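RNA came from heads of Canton-S flies entrained for some days at 18, 25 or 29°C and sampled at 6 time points. The 3′ RNA-seq libraries were made from polyadenylated RNA. The authors deposited a table of 21081 transcripts with 18 columns of normalised read signal, 1 for each temperature and time point. Every deposited signal value was a whole number of reads times 1 step per column (100% of values), with a largest departure of 2.2e-05 reads. Whole reads were therefore recovered by dividing by that step. The steps matched the inverse of median-of-ratios size factors computed over all 18 columns together, with a ratio between 1.11 and 1.13, so the columns share a scale. The aligner, the counting tool, the use of strand and of molecular identifiers, and the way each column was made from the 2 labelled libraries are not stated. Genes that overlap or lie antisense to another gene are uncertain for that reason, and 96 genes with at least 100 reads had a read profile identical to that of another gene. The table gives ZT19 where the labels give zt18, and these columns were taken as the same group. Coordinates are those of the table, written from 1, and its chromosome names (U, 2RHet) are those of the dm3 build, which the study names for its other RNA-seq libraries only.

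Transcripts were reduced to 14010 genes by keeping the transcript with the most reads, with tim-sc kept as an entry of its own. Symbols were found for 13536 genes in the RefSeq gene list of assembly Release 6, used for names only. A low-count filter (filterByExpr in edgeR 4.0.16, on the temperature and time point groups) left 8792 genes.

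The test for temperature and for rhythm change was designed for raw counts of 36 libraries, with edgeR. Since the table holds scaled signal for 18 groups, log2(value + 1) was instead fitted with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) with temperature and time point as factors over all 18 columns, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The pseudocount was 1. The 6 time points of a temperature are not replicates of each other, and the fit takes the change left after the additive time effect as error. The edgeR quasi-likelihood test with TMM on the recovered reads was added as an alternative and called 1173, 1565 and 2297 genes between 18°C and 25°C, 29°C and 25°C, and 18°C and 29°C. Its common dispersion was 0.0468. DESeq2 1.42.0 served as another alternative. Cuticle, ribosomal protein and chaperone genes were chosen by symbol before the data were examined and tested with camera (preset correlation 0.01) and fry.

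Oscillation was tested with an exact implementation of JTK for 6 values and a period of 24 h over 6 phases, in Python 3.11.15. A gene passed at p under 0.05 with a maximum over 1.5 times the minimum, and genes with more than 2 zeros among the 6 columns were left out. Differences in rhythm were tested in limma with a cosine and a sine for each temperature, with the zt18 label placed at 19 h, and a rhythm common to the temperatures, a test added after the data were seen, was tested with 1 cosine and 1 sine. The rhythm within a temperature, meant for edgeR, was fitted with limma. Peak times came from least squares on log2(value + 1), with the SE from the residuals of 6 values.

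The temperature test in limma and edgeR, the rhythm change and shared rhythm tests, camera and JTK were tested on simulated data drawn with the observed depth and dispersion, whereas DESeq2, fry and the cosine within each temperature were not. With 200 of 8792 genes changed 4-fold, the temperature test recovered 99.0% and called 10 unchanged genes. The rhythm change test recovered 57.5% of 200 genes shifted by 6 h with 4 unchanged genes called, and the shared rhythm test recovered 97.5% of 200 genes with 9 unchanged genes called. JTK passed 34 of 200 rhythmic genes among 7176 simulated, and 1.33% of unchanged genes reached its p threshold.

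The genes named in the text followed a rule fixed before the data were examined. It took the clock genes, each tim entry, the 3 highest and the 3 lowest changes per temperature comparison among genes called with a mean of at least 10 reads per column and changed the same way at all 6 time points, and up to 3 genes per comparison of rhythms. Alternatives fixed at the same time covered scaling, filters, the columns in the fit, thresholds and, except for the gene sets and the shared rhythm, leaving out each column. Pseudocounts of 0.1 and 5, TMM scaling in limma, fits without the ZT19 columns or without both the 29°C ZT19 and 25°C ZT7 columns, all 15449 distinct read profiles as features, library size scaling for JTK, and leaving out each column for the gene sets and the shared rhythm were added after the data were seen. Marker lists for testis, accessory gland, spermatheca, midgut, flight muscle and eggshell were written after some genes of the columns concerned had been seen. In the accessory gland list a cuticle gene with a similar symbol, and in the eggshell list centrosomal genes, were removed after a first look at the list totals.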

Results

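Gene expression was measured by 3′ RNA-seq, which reads the 3′ ends of polyadenylated transcripts, in heads of Canton-S flies, a wild-type strain of Drosophila melanogaster. The flies were entrained to cycles of light and dark at 18, 25 or 29°C for some days before collection. They were sampled at 6 circadian time points, given as Zeitgeber time (ZT, hours after lights on). The paper states that its crosses were raised at 25°C and that newborn adults stayed there or were moved to 18 or 29°C. The rearing temperature of the Canton-S flies is not given separately. The labels describe 36 libraries, 2 for each of the 18 combinations of temperature and time point, whereas the deposited table holds 1 column of normalised read counts for each combination. There was therefore no replicate error at any time point, and the 6 time points of a temperature served as its units in the comparisons between temperatures. The SD given below is over those 6 time points and includes the change over the day. The recovered reads on genes ranged from 736544 to 2750250 per column, with medians of 1656565 at 18°C, 1673392 at 25°C and 1793468 at 29°C. The shallowest columns were ZT23 at 18°C, with 736544 reads, and ZT19 at 18°C, with 784450 reads. Between 8847 and 10988 genes had at least 1 read in a column. Confidence intervals and detection floors below cover counting error only.

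**Figure D1:**
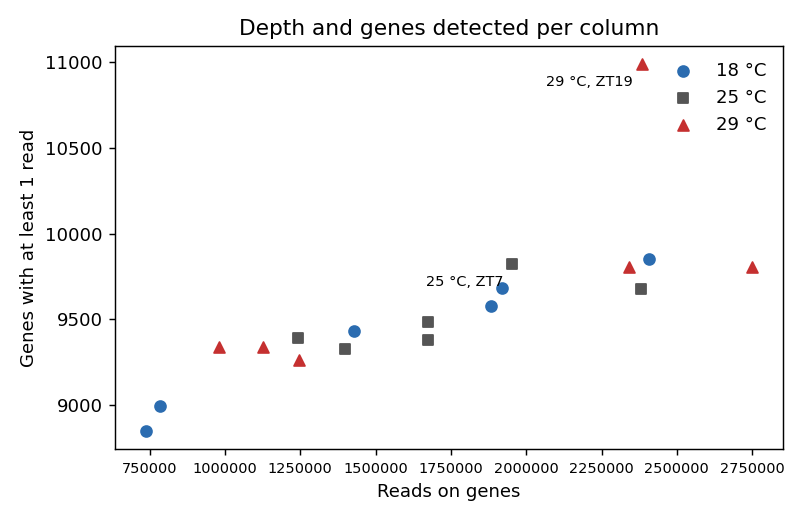
Number of reads on genes (x axis) against the number of genes with at least 1 read (y axis), 1 point per column, coloured by temperature. The column for 29°C at ZT19 lies highest, with 10988 genes, and the column for 25°C at ZT7 has 9821 genes.

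The first comparison asked which genes differ in level between temperatures when averaged over the day. Of 8792 genes tested with limma, 1178 differed between 18°C and 25°C at an adjusted p-value under 0.05 (Benjamini-Hochberg), 710 of them higher and 468 lower at 18°C. Between 29°C and 25°C, 1520 genes differed, with 930 higher and 590 lower at 29°C. Between 18°C and 29°C, 2454 genes differed, of which 1166 were higher and 1288 lower at 18°C. The median absolute log2 change of the genes called was 0.70, 0.69 and 0.82 in these comparisons, and 261, 283 and 862 genes passed a 2-fold change as well. The direction of the calls depended on how the columns were scaled. When columns were scaled by library size alone, 450 of 1306 genes were higher at 18 than at 25°C and 491 of 1583 were higher at 29°C than at 25°C, and the median over all genes moved to -0.14 and -0.13. With the deposited scaling that median was -0.01 and 0.04. Without the ZT19 columns, 684 genes differed between 18°C and 25°C. The same 12 barcodes were used at each temperature, so libraries with the same barcode were in different pools. Which libraries shared a pool was not analysed here, so an effect of the pools on these differences was not excluded.

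Changes were compared further for the genes with the largest differences that held at all 6 time points. CG17298 (3R, 17108919–17109777) had a mean of 1124 ± 1144 normalised reads at 18°C (SD, n = 6 time points) and 28.3 ± 34.8 at 25°C, a log2 change of 5.21 (SE 0.72, limma adjusted p = 2e-05). At 29°C its mean was 2.05, and 4 of the 6 columns held 3 reads or fewer. Fbp2 (2L, 9426860–9427836) was higher at 18 than at 25°C by 3.58 on the log2 scale, although 5 of the 6 columns at 25°C held 3 reads or fewer. CG13063 (3L, 16299747–16300198) had 110 ± 66.6 normalised reads at 18°C, 12.03 ± 8.10 at 25°C and 0.905 ± 1.25 at 29°C. CG13056, CG13043 and CG13065, also on 3L between 16270533 and 16326886, fell with temperature too, from 114, 1650 and 143 at 18°C to 5.89, 108 and 3.85 at 29°C. Whether reads were shared among genes of this cluster was not tested. CG13043 had 321 normalised reads in the 29°C ZT3 column, and without the 29°C ZT19 and 25°C ZT7 columns its limma adjusted p between 29°C and 25°C was 0.0654, in a range from 5.763e-05 to 0.0654 over alternatives. CG9377 (2L, 13359901–13361527) rose with temperature, from 9.02 ± 5.65 at 18°C to 57.5 ± 17.9 at 25°C and 206 ± 80.0 at 29°C, and its log2 change between 18°C and 29°C was -4.55 (SE 0.34, limma adjusted p = 3.049e-10). CG40498 and phu were lower at 18 than at 25°C by -2.12 and -1.96. Compared with 25°C, hll, IM18 and CG7294 were higher at 29°C by 3.59, 2.50 and 2.18, and hll and CG7294 differed between 18°C and 29°C by -3.37 and -2.79. All of these had limma adjusted p-values of 0.00117 or less. hll held 3 reads or fewer in 2 of the 6 columns at 25°C and in 4 at 18°C, and CG7294 in 2 at 25°C and in 3 at 18°C. As few reads were held by CG40498 in 3 of the 6 columns at 18°C, by CG9377 in 2 at 18°C, by CG17298 in 2 at 25°C and by Fbp2 in all 6 at 29°C. CG13063 held as few in 1 column at 25°C and 5 at 29°C, CG13065 in 2 at 25°C and 3 at 29°C, and CG13056 in 2 at 29°C. The fold changes are on a log2(value + 1) scale, which understates the change of genes with few reads.

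Gene classes that the study names were then tested as sets with camera in limma, and p-values were adjusted over 6 tests. The 44 cuticle genes tested had a median log2 change of 0.53 at 18°C against 25°C (limma adjusted p = 0.00046), and 36 of them were higher. At 29°C their median change against 25°C was -0.43 (limma adjusted p = 0.00473), and 13 were higher. The 81 ribosomal protein genes had a median change of 0.44 at 29°C (limma adjusted p = 5.02e-19), with 75 genes higher and 58 called higher. At 18°C their median change was -0.02 (limma adjusted p = 0.594), and with library size scaling it was -0.16 beside -0.14 for all genes, a difference that camera then placed past the threshold. The 30 chaperone genes had a median change of 0.34 at 29°C (limma adjusted p = 0.00473), with 21 higher, and of -0.04 at 18°C (limma adjusted p = 0.727). Under fry 3 of these 4 calls held, the exception being cuticle genes at 29°C, and none held when the correlation between genes was estimated from the data. The signs of the 4 calls were the same with library size scaling.

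Levels of 8 core clock genes were compared next. Of the 24 comparisons, 3 passed an adjusted p-value of 0.05 over all genes, and the same number passed when adjusted over the list alone. Clk was lower at 18 than at 25°C by a log2 change of -1.66 (SE 0.37, limma adjusted p = 0.00362) and than at 29°C by -1.26 (limma adjusted p = 0.013). Its reads were few, with 3 or fewer in 4 of the 6 columns at 18°C, and without the 29°C ZT7 column the limma adjusted p against 29°C was 0.0509, in a range from 0.00624 to 0.0509 over alternatives. per was higher at 18°C than at 29°C by 0.93 (limma adjusted p = 0.0312), and across alternatives this adjusted p ranged from 0.0106 to 0.148, the higher ones including 0.108 without the 18°C ZT3 column. At each of the 3 temperatures, 1 column held 3 or fewer reads on per. tim did not differ detectably in any pair of temperatures, with means of 109 ± 64.2, 125 ± 73 and 128 ± 64.1 normalised reads at 18, 25 and 29°C (SD, n = 6 time points). Its adjusted p-values from limma were 0.554 between 18°C and 25°C, 0.848 between 29°C and 25°C and 0.319 between 18°C and 29°C. Without the 18°C ZT7 column, however, tim was lower at 18°C than at 29°C by -0.53 (limma adjusted p = 0.0203, from 0.0203 to 0.728 over alternatives). No difference was detected for vri, cwo, cyc, cry and Pdp1 at this depth with all columns, although cry fell by 0.55 between 25°C and 18°C with library size scaling (limma adjusted p = 0.0419, from 0.0345 to 0.281 over alternatives). Between 18°C and 29°C, cry passed with at least 10 reads in every column, at -0.42 (limma adjusted p = 0.0482), without the 29°C ZT15 column (0.0337) and without the 18°C ZT15 column (0.0263), in a range from 0.0263 to 0.201 over alternatives.

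**Figure D2:**
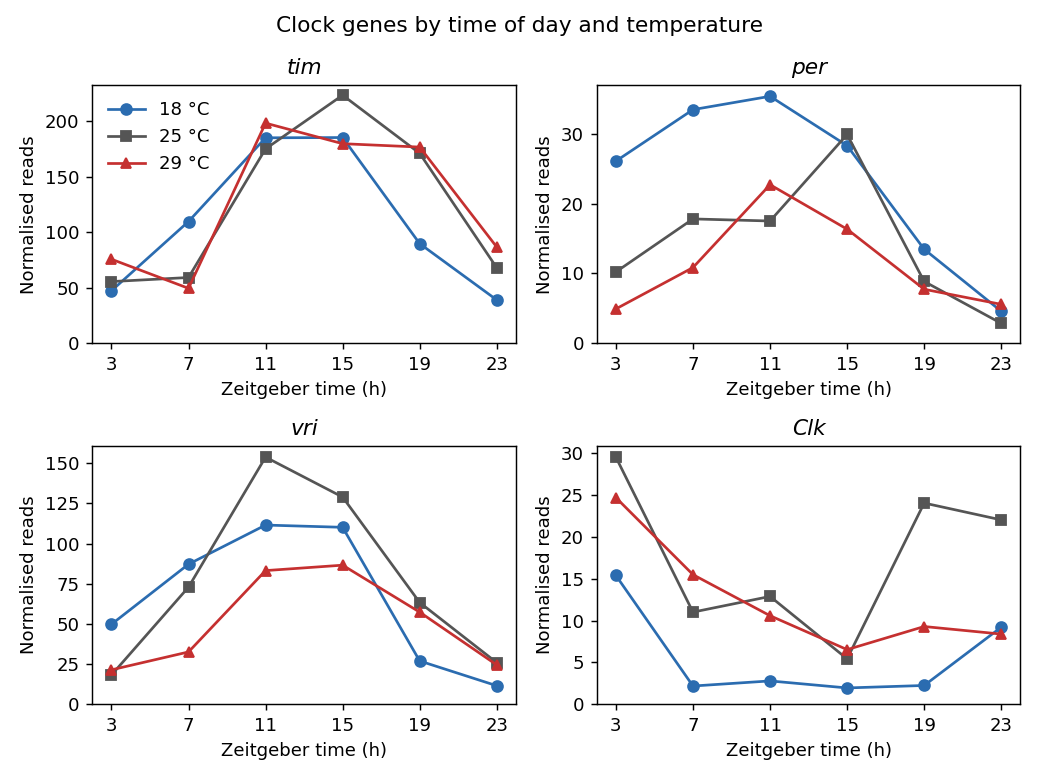
Normalised reads (y axes, starting at 0) against Zeitgeber time in hours (x axes) for tim, per, vri and Clk at 18, 25 and 29°C, 1 point per column with no error bars because each combination has 1 value. Clk lies lower at 18°C, with a mean of 5.63 against 17.5 at 25°C.

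The table holds a separate entry for the short tim transcript that ends within the gene, named tim-sc by the study (2L, 3501040–3506741), whereas the other tim transcripts share a 3′ end (2L, 3493986–3506741) and cannot be separated by this assay. tim-sc had 20.7 ± 6.46 normalised reads at 18°C, 4.34 ± 2.64 at 25°C and 0.776 ± 1.28 at 29°C (SD, n = 6 time points). Its log2 change between 18°C and 25°C was 2.13 (limma adjusted p = 0.00139, from 0.000123 to 0.0371 over alternatives), and 3 of the 6 columns at 25°C held 3 reads or fewer. Between 29°C and 25°C the limma adjusted p was 0.00703, and 0.0615 when only the 12 columns of these temperatures were fitted (from 0.00151 to 0.0615 over alternatives). Every column at 29°C held 3 reads or fewer, so the mean at 18°C was at least 5.92-fold higher than at 29°C and the mean at 25°C at least 1.24-fold higher. As a share of all tim reads, tim-sc made up 18.2 ± 5.58% at 18°C, 3.77 ± 2.34% at 25°C and 0.401 ± 0.65% at 29°C. The shares at 18°C and 25°C differed in an exact two-sided permutation test (p = 0.00216, the smallest that 6 against 6 can give), as did those at 29°C and 25°C (exact p = 0.00433), each with an adjusted p of 0.00433 over the 2 tests. The test did not match the columns by time point. Matching them would allow only larger p-values. At ZT19 and 29°C, 0 of 228 reads came from tim-sc, which allows a share of up to 1.61% (exact Clopper-Pearson interval, 95%). The share was highest at ZT23 and 18°C, at 26.1%, with an interval from 10.2% to 48.4% on few reads.

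**Figure D3:**
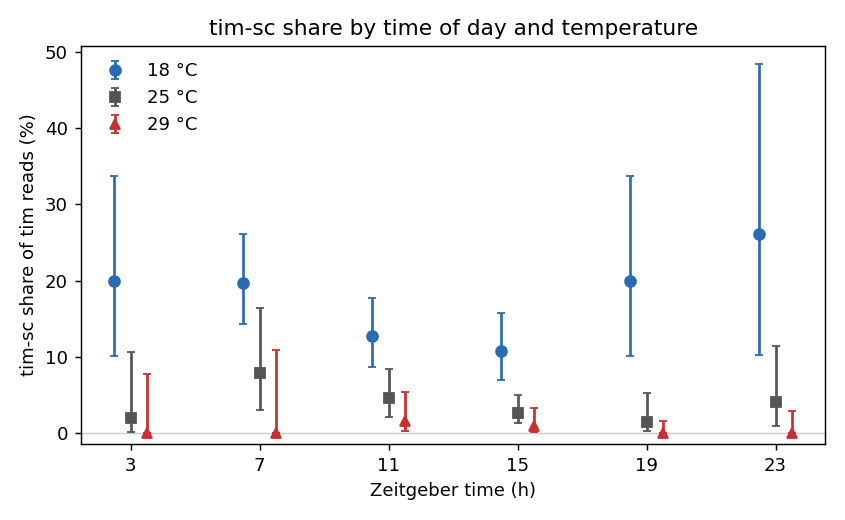
Share of tim reads that come from tim-sc in percent (y axis) against Zeitgeber time in hours (x axis, points set slightly apart), with exact 95% binomial intervals as bars. Shares at 18°C lie between 10.8% and 26.1%, above those at 25°C, which lie between 1.46% and 7.89%.

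Oscillation over the day was assessed at each temperature with JTK, using the thresholds of the study. With 1 value at each of 6 time points, an exact p of 0.0167 needs the values to rank exactly as a cosine of a tested phase. A clean rise and fall in another rank order does not reach it. By chance, 1.67% of genes without a rhythm reach it. By the p-value alone, 172 of 9158 genes tested passed at 18°C, 187 of 9189 at 25°C and 197 of 9325 at 29°C, which is 1.88%, 2.04% and 2.11% of those tested. With the rule on amplitude as well, 147, 154 and 164 genes passed. No gene passed at all 3 temperatures, where independent lists would share 0.0454 genes. The lists of 18°C and 25°C shared 3 genes (2.46 if independent), those of 29°C and 25°C shared 5 (2.75) and those of 18°C and 29°C shared 3 (2.67). per passed at 18°C and vri at 29°C, and tim passed at none. An amplitude over 2 left 98 genes at 25°C. No gene passed after Benjamini-Hochberg adjustment (0 genes). With a smallest p of 0.0167, a far larger part of the genes tested would have to reach it before any could pass. This count therefore does not bear on whether rhythms were present. In simulated reads the same rule found 34 of 200 genes with a 4-fold rhythm.

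Pooling the temperatures gave more information on shared rhythms. A 24 h rhythm common to the 3 temperatures was detected for 41 of 8792 genes (limma, adjusted p under 0.05), a test added after the data were seen. Of the 8 clock genes, tim, vri and per were among them, with peak-to-trough ratios of 4.11, 6.01 and 4.43. cry had an adjusted p of 0.0503 in the same limma model. CG34134 had the smallest p-value, and its fitted peak lay at ZT22.8. The count was 13 without the ZT19 columns of all temperatures, and 20 to 33 without the columns of another time point. It was 19 without the 29°C ZT19 column alone. With all columns, 749 genes had an unadjusted p under 0.05.

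Peak times were then estimated from a 24 h cosine fitted at each temperature. tim peaked at ZT12.6 ± 0.23 at 18°C, ZT15.2 ± 0.43 at 25°C and ZT15.8 ± 1.19 at 29°C (SE of the fit). The peaks of vri were at ZT10.6 ± 0.85, ZT12.9 ± 0.44 and ZT14.1 ± 0.28, and those of per at ZT9.92 ± 1.23, ZT11.5 ± 1.26 and ZT12.2 ± 0.45. At 18°C, tim peaked 2.60 ± 0.49 h earlier than at 25°C, vri 2.31 ± 0.95 h earlier and per 1.58 ± 1.76 h earlier, so the difference for per was within its error. The other clock genes were not called for a shared rhythm, and their fitted peaks did not all come earlier at 18°C. Compared with 25°C, the peak of cwo was later by 8.22 ± 5.34 h and that of cyc by 6.67 ± 2.77 h. Clk was later by 0.997 ± 2.18 h and cry by 0.793 ± 2.63 h, whereas Pdp1 was earlier by 11.3 ± 6.93 h. Placing the zt18 label at 18 h moved the tim peak at 18°C to ZT12.2.

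**Figure D4:**
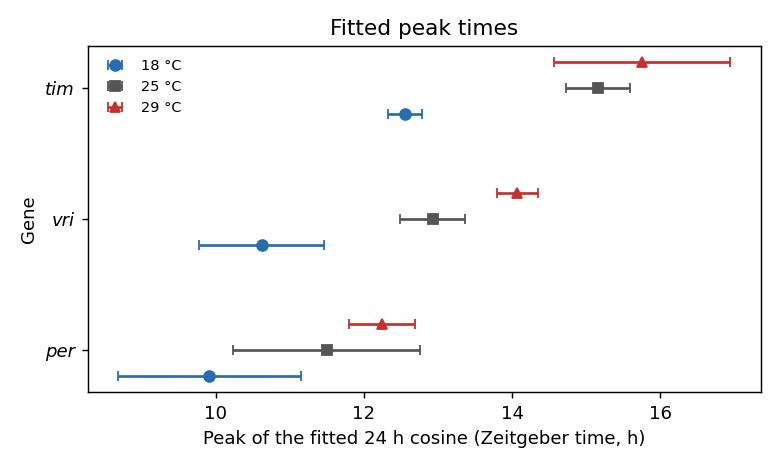
Peak of the fitted 24 h cosine in Zeitgeber hours (x axis) for per, vri and tim (y axis) at 18, 25 and 29°C, with the SE of the fit as bars. Peaks at 18°C come earliest for each gene, with bars that overlap those at 25°C for per.

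The difference in rhythm between temperatures was tested directly through the interaction of temperature with the cosine and sine terms. Over all 8792 genes, 1 gene passed between 18°C and 25°C, 1 between 29°C and 25°C and 3 between 18°C and 29°C, beside 469, 487 and 734 genes at an unadjusted p under 0.05. CG34134 (2L, 8190297–8190781) passed between 18°C and 25°C (limma adjusted p = 0.000295) and between 18°C and 29°C (limma adjusted p = 0.000142). Its peak lay at ZT1.25 ± 0.37 at 18°C, ZT22.3 ± 0.17 at 25°C and ZT21.7 ± 0.25 at 29°C. Its fitted peak-to-trough ratio was 6.90 at 18°C, 24.5 at 25°C and 18.9 at 29°C. The test responds to amplitude as well as peak time and does not separate them. The call between 18°C and 25°C was lost when only the 12 columns of these temperatures were fitted (limma adjusted p = 0.138), and that between 18°C and 29°C without the 29°C ZT19 column (limma adjusted p = 0.0694). CG17325 (2L, 18813010–18813819) passed between 29°C and 25°C (limma adjusted p = 0.00766). It had 0.565 without the 29°C ZT19 column, 0.453 without 25°C ZT7, 0.149 without 25°C ZT19 and 0.0753 without 29°C ZT23. Elovl7 and CG40485 passed between 18°C and 29°C, each with an adjusted p of 0.0489 from limma. Their fitted peak-to-trough ratios were 4.64 and 1.16 at 18°C, and 1.78 and 4.54 at 29°C. The count between 18°C and 29°C was 0 without the 29°C ZT19 column, beside 620 genes at an unadjusted p under 0.05, and 17 without the 18°C ZT19 column. Among the clock genes none passed over all genes. Adjusted over the list alone, tim and vri passed between 18°C and 29°C (limma adjusted p = 0.00873 for each), and both had 0.0542 between 18°C and 25°C. In simulated reads this test recovered 57.5% of 200 genes whose 4-fold rhythm was shifted by 6 h. Smaller shifts, such as the fitted 2.60 h of tim between 18°C and 25°C, were not simulated. The recovery of shifts of that size is therefore unknown.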

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

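The tests on marker lists, on a uniform background, on the mitochondrial share, on the yolk protein genes and on the stability of the CG34134 result were chosen only after the result was seen. Of 51 checks for a column far from the other 5 of its temperature, 8 stood apart, where chance gives about 2.55.

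The column for 29°C at ZT19 had reads on 10988 genes, against 9263 to 9805 in the other columns at 29°C. Depth is argued against, since after thinning every column to 736544 reads this column still had 9612 genes and the next highest, 25°C ZT7, had 9097. A uniform background over all genes is also argued against: of the genes with at most 1 read in every other column, 7 of the 13 in the testis list (53.8%) and 12.5% of the 2740 others had 3 or more reads here, leaving out the genes seen before the lists were written (Fisher's exact test p = 0.000438). Testis genes not seen before the list was written took 213 RPM (reads scaled to the total on genes), against at most 92.96 elsewhere, and accessory gland genes took 820 against at most 158. The most abundant genes of the lists were f-cup with 93 reads and Mst57Da with 411 reads. Of 33 testis genes, 24 had 3 or more reads here and up to 7 in another column, and of 42 accessory gland genes 30 and up to 6. The midgut list took 1423 RPM and the flight muscle list 342, against medians of 92.2 and 54.9 over the other columns, and for both only 25°C ZT7 was higher. The eggshell list took 2.52 RPM and the spermatheca list 0. A candidate explanation is RNA of tissue from outside the head in this column, with male abdominal tissue among it. Whether male abdominal tissue alone would account for the flight muscle genes was not tested, and 732 of their 816 reads came from Act79B. How RNA from outside the head would have entered was not tested, and neither was a biological source at this temperature and time.

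The 10 top genes took 23.4% of reads at 25°C and ZT19, against 16.5% to 17.9% in the other columns at 25°C. Without the 3 yolk protein genes the 10 top genes took 12.09% in this column, within the 11.1% to 12.5% of the other columns at 25°C, so the excess lay in those genes, which took 15.03% of reads. The yolk protein gene Yp2 was among the genes with a rhythm common to the temperatures (limma adjusted p = 0.0307), with a fitted peak at ZT18.5. That fit included this column, so it cannot tell a daily rhythm apart from an excess in this column alone. What raised the yolk protein genes may be technical or biological, and no other biological explanation was tested.

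The mitochondrial share at 18°C and ZT23 was 0.974%, against 0.86% to 0.897% in the other columns at 18°C. The column is the shallowest. The ZT19 column at 18°C, nearly as shallow, had 0.861%, but with only that column to compare, depth cannot be told apart from other sources. No biological explanation was tested.

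Among the named genes, 5 values stood apart. CG13043 had 321 normalised reads and CG13065 had 13.2 at 29°C and ZT3, above at most 118 and 4.08 in the other columns at 29°C. The 44 cuticle genes had a median log2 difference of 0.25 between that column and the others at 29°C, above 99.9% of 10000 random lists matched on expression, so the excess may be part of a difference shared by cuticle genes, whatever its source. hll had 24.9 normalised reads at 18°C and ZT3 and 11.1 at 25°C and ZT11, and Fbp2 had 3.29 at 29°C and ZT3, which stands for 2 reads. No explanation was tested for these 3 values.

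Rhythms differed between temperatures for 4 genes over all genes and for 2 clock genes over their list alone. CG34134 had an adjusted p of 0.000295 between 18°C and 25°C and 0.000142 between 18°C and 29°C. For 18°C and 25°C a single decisive column is argued against, since the adjusted p was at most 0.0293 without each column in turn, and so is the hour given to the zt18 columns, since with 18 h it was 0.00649. The call was nevertheless lost when only the 12 columns of both temperatures were fitted (0.138) and when the 29°C ZT19 and 25°C ZT7 columns were left out together (0.159). For 18°C and 29°C the 29°C ZT19 column decided the call, with an adjusted p of 0.0694 without it. Other splits of the 12 columns gave as many genes with a rhythm change in 18 of 100 splits for 18°C and 25°C, 22 of 100 for 29°C and 25°C, and 10 of 100 for 18°C and 29°C. These splits mix the level differences between temperatures into the rhythm. With the level of each temperature removed first, the numbers were 10, 17 and 3 of 100, the real split included, and the highest counts in any split were 2, 95 and 10 genes, against 1, 1 and 3 in the real one. CG17325 had an adjusted p of 0.00766 between 29°C and 25°C and 0.565 without the 29°C ZT19 column, and Elovl7 and CG40485 had 0.0489 between 18°C and 29°C. For tim and vri the adjusted p over the list alone was 0.00873 between 18°C and 29°C. Temperature remains open as a source of all of these, and so do library pools, whose members were not analysed here.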

How the results depend on the processing

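Fits without the ZT19 columns or without the 29°C ZT19 and 25°C ZT7 columns, the lower and higher pseudocounts, TMM in limma and in edgeR, distinct read profiles as features, library size scaling for JTK, leaving out each column for the gene sets and the alternatives of the shared rhythm were chosen after the data were seen. No paired analysis was possible by replicate number, because each temperature and time point has 1 column, which carries no replicate number. For that reason the replicate block and the fits that leave out either replicate number were not run, and scaling by replicate has no effect with 1 column. JTK on 5 values has a smallest p of 0.1, so the oscillating genes have no fit without each column.

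Of 715 values under alternatives, 654 kept their direction and side of the threshold, stayed within their spread or, for counts of genes, stayed within 1.5 times, and so did 1004 of 1062 values from leaving out each column in turn. For single genes compared between 2 temperatures, leaving out a column of the other temperature cannot change the log2 change. Neither can the low-count filters, ignoring the time points or fitting only 12 columns. Such values kept their direction by construction, and only their p could change. For counts of genes, staying within 1.5 times covers their size and not the split by direction, which library size scaling turned over. With it 450 genes were higher and 856 lower at 18 than at 25°C (710 and 468 with the deposited scaling), 491 higher and 1092 lower at 29 than at 25°C (930 and 590), and 1278 higher and 1114 lower at 18 than at 29°C (1166 and 1288). In edgeR with library size the splits were 428 and 826, 512 and 1116, and 1196 and 1056. Between 18°C and 29°C more genes were also higher than lower at 18°C with DESeq2, TMM in limma and in edgeR, and at least 10 reads in every column. Among single genes under alternatives, 12 values reversed, 8 were weaker, 3 were stronger and 2 moved. Causes were not tested unless stated.

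A 2-fold rule left 261, 283 and 862 temperature genes between 18°C and 25°C, 29°C and 25°C, and 18°C and 29°C, by its construction. Between 18°C and 25°C, 684 genes passed without the ZT19 columns, where leaving out other time points gave 866 to 991. Between 29°C and 25°C, 935 passed without the 29°C ZT19 and 25°C ZT7 columns. The 36 pairs of a 29°C and a 25°C column gave 841 to 1295 genes when left out. The 3 pairs with as few genes, this one included, all left out the 29°C ZT19 column, and pairs that kept it gave at least 956. Leaving out each column gave 891 to 1208, 1203 to 1630, and 2031 to 2457 genes.

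Some small changes in clock gene level reversed, none of them past the threshold. With library size scaling in limma and in edgeR, the log2 changes were -0.025 and -0.077 for cyc and -0.059 and -0.082 for Pdp1 between 18°C and 25°C, and -0.11 and -0.099 for tim and -0.17 and -0.17 for cry between 29°C and 25°C. For cry, DESeq2 gave -0.035, edgeR with TMM -0.031 and TMM in limma -0.043. For tim, leaving out the 29°C ZT19 and 25°C ZT7 columns gave -0.084. Leaving out each column gave ranges from -0.48 to 0.00287 for vri, -0.058 to 0.28 for cyc and -0.18 to 0.23 for Pdp1 between 18°C and 25°C, from -0.038 to 0.25 for tim and -0.061 to 0.12 for cry between 29°C and 25°C, and from -0.052 to 0.43 for vri and -0.28 to 0.058 for cyc between 18°C and 29°C. Of the clock comparisons, 1 passed with at least 10 reads in every column, that of cry between 18°C and 29°C, whereas per and Clk were removed by this filter, and 1 to 4 passed on leaving out each column, with 1 without 29°C ZT7.

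For the sets, an estimated correlation left the medians as they were (0.53 and -0.43 for cuticle genes at 18°C and 29°C against 25°C, 0.44 for ribosomal protein genes and 0.34 for chaperones at 29°C) with p from 0.0524 to 0.223, and cuticle genes at 29°C, at -0.43, were also not called by fry. With at least 10 reads in every column, 12 cuticle genes had medians of 0.43 at 18°C and -0.11 at 29°C, and 19 chaperone genes 0.22 at 29°C, none called on fewer genes. At 18°C ribosomal protein genes passed with library size scaling, at -0.16. Without the 29°C ZT19 and 25°C ZT7 columns the medians at 18°C were 0.018 for ribosomal protein and 0.0019 for chaperone genes. Leaving out each column gave -0.057 to 0.0196 for the former and -0.099 to 0.016 for the latter.

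Rhythm change between 18°C and 25°C had 0 genes with only the 12 columns of both temperatures (390 at an unadjusted p under 0.05) and 0 without the 29°C ZT19 and 25°C ZT7 columns (518). Between 29°C and 25°C it had 2 with library size scaling, 0 with no filter on low counts (722) and 0 without those columns (441). Between 18°C and 29°C it had 1 with library size scaling, with no filter, with only 12 columns and with a pseudocount of 0.1, and 0 without those columns (700). Leaving out each column gave 1 to 2, 0 to 7 and 0 to 17 genes. A rhythm common to the temperatures had 13 genes without the ZT19 columns, where leaving out other time points gave 20 to 33. It had 13 without the 29°C ZT19 and 25°C ZT7 columns, and 19 to 48 on leaving out each column, with 19 without 29°C ZT19.

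The oscillating genes numbered 98 at 25°C with an amplitude over 2, a stricter rule. After Benjamini-Hochberg adjustment of JTK 0 remained at each temperature, from 172, 187 and 197 genes at an unadjusted p under 0.05. The smallest JTK p of 0.0167 all but fixed this count in advance. A cosine in limma within each temperature called 0 genes at 18°C, 1 at 25°C and 1 at 29°C, from 492, 462 and 724 at an unadjusted p under 0.05. Depth limits Clk at 18°C and tim-sc at 29°C, whose columns hold few reads.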

Other observations

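The tests on the 25°C ZT7 column, on mitochondrial reads, on ribosomal protein genes, on the genes called in both comparisons with 25°C and on the order of time points were chosen only after the result was seen.

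Other splits of the 12 columns of each pair of temperatures into 6 and 6 were drawn, 100 of 462 possible with the real one included. In each pair 1 of the 100 splits, the real one, gave as many genes by level. The next highest counts were 445 for 18°C and 25°C, 591 for 29°C and 25°C, and 903 for 18°C and 29°C.

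The column for 25°C at ZT7 held 86 genes with 3 or more reads that had at most 1 read in every other column. Depth is argued against, since deeper columns other than 29°C ZT19, which held 357, had at most 25 such genes. Midgut genes not seen before the list was written took 1581 RPM, against at most 629 elsewhere, and flight muscle genes took 1019 against at most 319. In the full lists, with the genes seen first included, the most abundant were Jon65Aiii with 2355 reads and Act88F with 3004 reads. The highest other column for both lists was 29°C ZT19. Of 33 midgut genes 25 had 3 or more reads here, against 27 in the 29°C ZT19 column and 1 to 8 in the other 16 columns, and of 4 flight muscle genes all 4 did so here and at 29°C ZT19, against 1 to 2 in the other 16. The spermatheca list took 99.8 RPM, against at most 0.427 elsewhere, which cannot be told apart from a choice of genes, because 2 of its 3 genes had been seen first. A candidate explanation is RNA of thoracic and abdominal tissue in this column. No biological explanation was tested. The testis list took 42.99 RPM in this column, the accessory gland list 107 and the eggshell list 2.05.

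Between temperatures, 364 genes were called in both comparisons with 25°C, 223 of them in the same direction. Scaling is argued against as the whole cause, since 113 of these genes were called the same way and in the same direction with library size alone, 56 of them higher and 57 lower at 18°C and 29°C. The split by direction did depend on it: 166 of the 223 were higher with the deposited scaling, and 56 of 289 with library size. Both comparisons share the 25°C columns, so all columns, those at 25°C included, were simulated without a temperature difference. Features particular to the real 25°C columns were not modelled. Over 20 simulations 65.3% of genes had the same sign in both comparisons, against 56.7% observed, and the correlation across genes was 0.45 on average, against 0.11 observed, where genes are not independent replicates. The simulations called 0 genes in both comparisons, so they do not bear on the count of 223, and an effect of the shared columns cannot be told apart from temperature here. The same 12 barcodes at every temperature mean that libraries with the same barcode were in different pools, but which libraries shared a pool was not analysed here, so pools and temperatures cannot be told apart.

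Mitochondrial genes took 0.89 ± 0.043% of reads at 18°C, 1.29 ± 0.0682% at 25°C and 1.24 ± 0.062% at 29°C (SD, n = 6 time points). The share at 18°C was lower than at 25°C in an exact two-sided permutation test (p = 0.00216, adjusted over 3 tests 0.00325), and also lower than at 29°C (exact p = 0.00216, adjusted 0.00325). The test between 29°C and 25°C gave exact p = 0.258. These tests did not match the columns by time point, and exact tests that do could not give a p as small as 0.00216. Temperature and library pools both stay open.

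Ribosomal protein genes had a median log2 change of 0.25 between 29°C and 25°C with library size scaling as well, where the median of all genes was -0.13, so scaling alone is argued against. Temperature and library pool stay open.

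Whether the earlier peaks at 18°C extend beyond tim, per and vri was tested as a hypothesis on the other 38 genes with a shared rhythm. Of these, 21 peaked earlier and 17 later at 18°C than at 25°C, with a median difference of -0.22 h (exact p = 0.5 over 64 swaps of the temperatures within time points). A shift shared by these genes was not detected. They were chosen for a rhythm common to all temperatures, which favours genes with small shifts.

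For the lists of oscillating genes, 3 of the 60 distinct orders of the 6 columns gave as many genes at 18°C, 3 of 60 at 25°C and 5 of 60 at 29°C, the real order included. The median order gave 122, 120.5 and 115.5 genes, against 147, 154 and 164 in the real order, which was thus among the highest. By the p-value alone, 4, 3 and 5 of 60 orders gave as many, with medians of 145.5, 145 and 136. Since other orders gave as many genes at each temperature, a chance order of the columns was not excluded. Whether the higher counts reflect rhythms, another trend over the day or chance cannot be told from these orders.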
